# DNA N6-methyladenine is dynamically regulated in the mouse brain following environmental stress

**DOI:** 10.1038/s41467-017-01195-y

**Published:** 2017-10-24

**Authors:** Bing Yao, Ying Cheng, Zhiqin Wang, Yujing Li, Li Chen, Luoxiu Huang, Wenxin Zhang, Dahua Chen, Hao Wu, Beisha Tang, Peng Jin

## Abstract

Chemical modifications on DNA molecules, such as 5-methylcytosine and 5-hydroxymethylcytosine, play important roles in the mammalian brain. A novel DNA adenine modification, *N*(6)-methyladenine (6mA), has recently been found in mammalian cells. However, the presence and function(s) of 6mA in the mammalian brain remain unclear. Here we demonstrate 6mA dynamics in the mouse brain in response to environmental stress. We find that overall 6mA levels are significantly elevated upon stress. Genome-wide 6mA and transcriptome profiling reveal an inverse association between 6mA dynamic changes and a set of upregulated neuronal genes or downregulated LINE transposon expression. Genes bearing stress-induced 6mA changes significantly overlap with loci associated with neuropsychiatric disorders. These results suggest an epigenetic role for 6mA in the mammalian brain as well as its potential involvement in neuropsychiatric disorders.

## Abstract (web summary)

N6-methyladenine is a covalent epigenetic modification of the genome. Here, Yao and colleagues show that N6-methyladenine level in the mouse brain is dynamic following environmental stress, and the subsequent differential gene expression is correlated with LINE transposon expression.

## Introduction

Covalent DNA modifications on the 5-carbon position of cytosine, such as 5-methylcytosine (5mC) and 5-hydroxymethylcytosine (5hmC), are well known to play critical epigenetic roles in spatially and temporally modulating neuronal gene expression in the mammalian central nervous system (CNS)^1, 2^. A novel DNA adenine modification, N6-methyladenine (6mA), which is prevalent in prokaryotes^3^, was recently found in the genome of high eukaryotes, including green algae, worms, fruit flies, frogs, zebrafish, pigs, and mice^4–9^. Although evidence from these studies suggests potential epigenetic roles for 6mA, its precise biological function(s) remain elusive^10^. Furthermore, little is known about the presence and functions of 6mA in the mammalian CNS.

Various genetic factors and environmental cues contribute to mental illness^11^. Among these, exposure to chronic stress is one of the strongest and most direct risk factors for developing numerous psychiatric disorders including depression^12, 13^. Compelling evidence support the fundamental roles of epigenetic alterations in depression as changes in both DNA methylation and histone modifications alter gene expression in brains^14, 15^. The prefrontal cortex (PFC) is highly involved in complex cognitive behavior, but is also sensitive to the adverse effects of stress exposure^16^. In rodent experiments, chronic stress results in dendritic atrophy and spine loss in the PFC^17^. A recent study demonstrated that chronic social defeat stress could decrease DNA methylation levels in PFC^18^. It remains to be determined whether the DNA adenine modification 6mA is present in the mammalian brain and if it is involved in the response to extrinsic challenges such as stress.

Here we examined the dynamic changes of 6mA in mouse PFC in response to stress. We found that global 6mA was significantly elevated upon stress. Genome-wide 6mA and transcriptome profiling revealed an inverse association of 6mA dynamic changes with a set of upregulated neuronal genes or downregulated LINE transposon expression. Genes bearing stress-induced 6mA changes significantly overlap with loci associated with neuropsychiatric disorders. These results together suggest a potential epigenetic role for 6mA in the mammalian brain as well as its possible involvement in mental illness.

## Results

### Chronic stress induces the accumulation of 6mA in mouse PFC

It is well known that environmental exposure may induce epigenetic changes. To understand the dynamics of 6mA in the mouse brain, we employed a well-established paradigm for chronic stress to model environmental exposure. We exposed 7- to 8-week-old wild-type C57BL/6 adult male mice to normal or restraint environments two hours per day in consecutive 14 days^19, 20^ (Supplementary Fig. 1a, b). We then performed the forced swim test (FST) and tail suspension test (TST) to evaluate stress responses in restrained and control mice. There was a significant increase in immobility time in the restrained stressed group in both the FST and TST, indicating that the restraint environment successfully altered mouse behavior (Fig. 1a, b). In order to test 6mA changes in response to stress, we applied the highly sensitive ultra-performance liquid chromatography tandem mass spectrometer (UHPLC-MS/MS) to precisely quantify 6mA dynamic changes upon stress in several brain regions involved in stress response, including the PFC, hippocampus (HIP), amygdala (AMY), and hypothalamus (HYP). Interestingly, although detectable 6mA was present in all of these brain regions, only 6mA in PFC showed substantial and significant increase from an average of 6.6 p.p.m. (6mA per million dA) to 25.5 p.p.m. upon stress (Fig. 1c). Since PFC has been widely linked to critical neuronal activities such as stress response^21, 22^, we validated the 6mA dynamic changes in genomic DNA isolated from control and stressed mice PFC using a 6mA-specific antibody, whose specificity to DNA 6mA has been extensively validated in previous publications^4, 5, 7, 9^, and by PCR using normal dATP or 6mA-modified dATP (Fig. 1d). Consistent with UHPLC results, 6mA was present in the PFC of wild-type mice and showed ~fourfold significant increase upon stress (Fig. 1d, e and Supplementary Fig. 1c). These data indicate that 6mA is present in mammalian brains and undergoes dynamic changes upon stress.

**Fig. 1:**
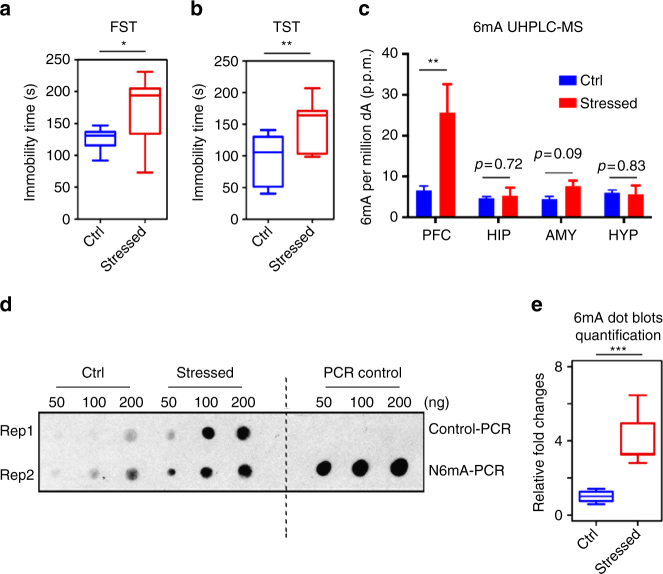
Chronic stress induces 6mA accumulation in mouse prefrontal cortex (PFC). **a**, **b** Chronic stress resulted in increased immobility time in the forced swim test (FST) and tail suspension test (TST). (*n* = 9; *p < 0.05; **p < 0.01; unpaired *t*-test, error bars = mean±SEM, unpaired *t*-test). **c** Highly sensitive ultra-performance liquid chromatography tandem mass spectrometer (UHPLC-MS/MS) precisely quantified 6mA in prefrontal cortex (PFC), Hippocampus (HIP), Amygdala (AMY), and Hypothalamus (HYP) upon stress. *N*(6)-methyladenine/total A was indicated as percentage per million dA (p.p.m.). *N*(6)-methyladenine levels in PFC drastically increased from 6.6 p.p.m. (6mA per million dA) to 25.5 p.p.m. upon stress (**p < 0.01; unpaired *t*-test; non-significant *p*-values are indicated). **d** Representative 6mA-specific dot blots revealed accumulation of 6mA in mouse PFC upon stress. Antibody specificity has been validated by detecting PCR products using methylated dATP (6mA-PCR) but not unmodified dATP (control PCR). **e** Quantification of dot blots in **d** by ImageJ software (*n* = 4, ***p < 0.001; unpaired *t*-test, error bars = mean±SEM)

### Genome-wide 6mA dynamics upon stress exposure

To understand the potential role of 6mA in stress response, we randomly chose three pairs of control and stressed mice from three independent stress experiments to profile genome-wide 6mA dynamics in PFCs using a published 6mA-immunoprecipitation (IP) protocol coupled with high-throughput sequencing^6, 7, 9^. 

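The 6mA-IP-seq libraries came from the PFC of 3 control and 3 stressed mice. In this method, fragmented genomic DNA is captured with an antibody against 6mA and sequenced, and the read density along the genome reflects how much of each stretch was captured. Stressed mice were restrained for 2 h per day for 14 days according to the paper, whereas the deposited sample descriptions give 7 or 14 days. The authors aligned the reads to the mouse genome build mm9 with Bowtie, counted them in bins of 500 bp, and compared the groups with edgeR. They deposited the positions of the bins called as gain-of-6mA and of those called as loss-of-6mA. These lists hold no read count, fold change or p-value for a bin and no value for a single library. The depth behind each call is therefore unknown here, and neither the calls nor the spread between mice was recomputed. From the positions, each bin was placed on the mm9 sequence and, by its midpoint, on the GENCODE annotation of the same build. Shares of bins are given with 95% Wilson confidence intervals (CI). The intervals cover counting error only and treat bins as independent.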

We ensured the specificity of the 6mA-IP using competitive elution with excess 6mA-modified nucleotides. In order to identify significant differential 6mA dynamic regions upon stress, we applied published computational algorithms edgeR^23^ to compare normalized 6mA read density differences between triplicated control and stressed PFC groups across the mouse genome utilizing 500 bp bins based on the 6mA-IP resolution. Differential regions with a *p*-value < 0.05 (−log10 *p*-value > 1.3, false discovery rate<0.077) were considered significant. We identified 21,974 loss-of-6mA regions and 37,937 gain-of-6mA regions upon stress (Fig. 2a, and Supplementary Data 1, 2). 

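The deposited lists held 37937 gain-of-6mA bins, 19.0 Mb in all, and 21974 loss-of-6mA bins, 11.0 Mb in all. These were 0.741% and 0.429% of the 5117059 bins of the genome. Merging bins that lie side by side left 36232 gain and 21004 loss regions. Merging bins within 5000 bp of each other changed the counts most among the alternatives and left 32086 and 19821. The longest stretch of consecutive bins was 11 bins in each list. A bin of the same list lay directly beside 8.58% of gain bins (CI 8.30 to 8.87), against a mean of 1.54% in 1000 random placements within each chromosome. For loss bins this share was 8.44% (CI 8.08 to 8.82), against 0.934%. The lists had 0 bins in common, and 3020 gain bins (7.96%) lay within 5000 bp of a loss bin. Autosomes carried between 6.85 and 8.88 gain bins per 1000 genome bins and between 3.65 and 5.20 loss bins per 1000. On the X chromosome there were 2.06 gain bins and 1.08 loss bins per 1000, from 667 and 351 bins. After merging of adjacent bins, 347 loss regions lay on the X and 20644 on autosomes, against 645 and 35544 gain regions. This difference was small beside counting error (odds ratio 0.926, two-sided Fisher's exact test, p = 0.259), and regions are not replicates.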

Genomic annotation of these 6mA dynamic regions revealed substantial biased genomic associations. For example, 65% of regions that gained 6mA upon stress were associated with intergenic regions, which is the highest enrichment vs. expected value (Fig. 2b). 

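In the GENCODE annotation, which places 37310 genes on mm9, 23946 gain bins were intergenic, a share of 63.1% (CI 62.6 to 63.6). Intergenic sequence made up 56.9% of all genome bins, which gives a log2 enrichment of 0.15. It was the only annotation class with a larger share of gain bins than of genome bins. Promoters, taken from 1000 bp upstream to 100 bp downstream of a transcription start site, held 478 gain bins (1.26%, CI 1.15 to 1.38) against 2.45% of genome bins. When only genes of the RNA-seq table were annotated, a setting chosen after seeing the data, the intergenic shares were 67.6% of gain bins and 62.2% of genome bins. This setting moved the intergenic share more than counting any overlap or merging adjacent bins did.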

Intragenic gain-of-6mA upon stress predominantly occurred at introns and was excluded from most coding exons (33%-introns vs. 0.38%-exons, Fig. 2b). 

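Introns held 12579 gain bins (33.2%, CI 32.7 to 33.6), against 35.8% of genome bins, a log2 enrichment of -0.11. The midpoints of 122 gain bins fell in coding exons (0.322%, CI 0.269 to 0.384), against 1.09% of genome bins, a log2 enrichment of -1.77. Untranslated exons held 0.361% of gain bins against 0.727% of genome bins. When a bin was counted as exonic on any overlap of at least 1 bp, 525 gain bins met a coding exon (1.38%) against 3.25% of genome bins.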

The strong association between 6mA and introns and intergenic regions was consistent with observations in mouse kidney^7^ and embryonic stem cells^9^. Additionally, 38% of intragenic loss-of-6mA occurred at introns, among the highest enrichment vs. expected value, and 59% of loss-of-6mA were identified at intergenic regions (Fig. 2c). 

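Introns held 8355 loss bins (38.0%, CI 37.4 to 38.7), against 35.8% of genome bins, a log2 enrichment of 0.085. Another 12507 loss bins were intergenic (56.9%, CI 56.3 to 57.6), which lies at the genome share, with a log2 enrichment of 0.0013. Coding exons held 86 loss bins (0.391%, CI 0.317 to 0.483). Promoters held 445 loss bins (2.03%, CI 1.85 to 2.22), a larger share than among gain bins. Intronic rather than intergenic placement was more frequent among loss bins than among gain bins (odds ratio 1.27, two-sided Fisher's exact test on bins, p = 6.78e-41). The odds ratio was 1.26 after merging adjacent bins, and bins are not replicates.

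**Figure D1:**
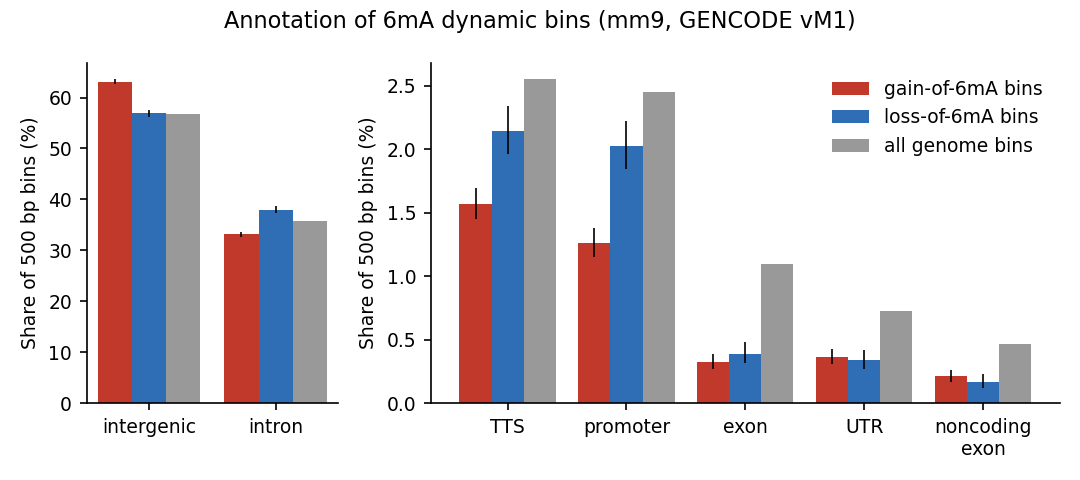
Share of 500 bp bins (percent) in each class of the GENCODE annotation of mm9, for gain-of-6mA bins, loss-of-6mA bins and all genome bins, with 95% Wilson intervals on the bars of called bins. Intergenic shares are 63.1% for gain, 56.9% for loss and 56.9% for the genome.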

The fact that gain-of-6mA and loss-of-6mA had differential enrichment at intergenic regions or introns vs. expected values may indicate the differential roles of 6mA at these genomic regions. The 6mA reads ratio (stressed vs. control) was plotted across the intragenic regions of genes bearing dynamic 6mA changes upon stress, i.e., red plots (fold change>1) indicate overall gain of 6mA upon stress whereas blue plots (fold change<1) indicate loss of 6mA (Fig. 2d). Interestingly, more 6mA loss was observed around transcription start sites (TSS) than gene bodies in genes bearing loss-of-6mA regions (Fig. 2d). In contrast, gain-of-6mA showed substantially more gene body enrichment than TSS in genes carrying gain-of-6mA regions (Fig. 2d). These observations imply that gain- or loss-of-6mA has differential roles on protein-coding genes.

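Called loss bins were counted along genes of the RNA-seq table that are at least 5000 bp long. In the 3950 such genes bearing a loss bin, 107 loss bins lay within 1 kb of the start site, a density of 13.5 per Mb (95% Poisson CI 11.1 to 16.4). The rest of the gene body held 8085 loss bins, or 14.1 per Mb (CI 13.8 to 14.4), within the interval around the start sites. Upstream flanks, from 5 kb to 1 kb before the start site, held 12.6 per Mb and the 5 kb past the gene end 9.57 per Mb, against 8.59 per Mb of genome. Among all 15439 genes of this length, the density was 6.09 per Mb at start sites (CI 5.25 to 7.02) and 8.73 per Mb in gene bodies (CI 8.54 to 8.92). These are densities of called bins, and the reads ratio of Fig. 2d was not analysed here.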

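The 4837 genes bearing a gain bin held 86 gain bins within 1 kb of the start site, 8.89 per Mb (95% Poisson CI 7.11 to 11.0). Their gene bodies held 12050 gain bins, 19.0 per Mb (CI 18.6 to 19.3), and the 2 intervals do not overlap. Gain bins numbered 11.4 per Mb in the upstream and 12.2 per Mb in the downstream flanks, against 14.8 per Mb of genome. Over all genes of this length the gain densities were 5.08 per Mb at start sites and 13.0 per Mb in gene bodies. From the profiles of loss and gain along genes, the paper proposes that they have different roles on protein-coding genes.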

**Fig. 2:**
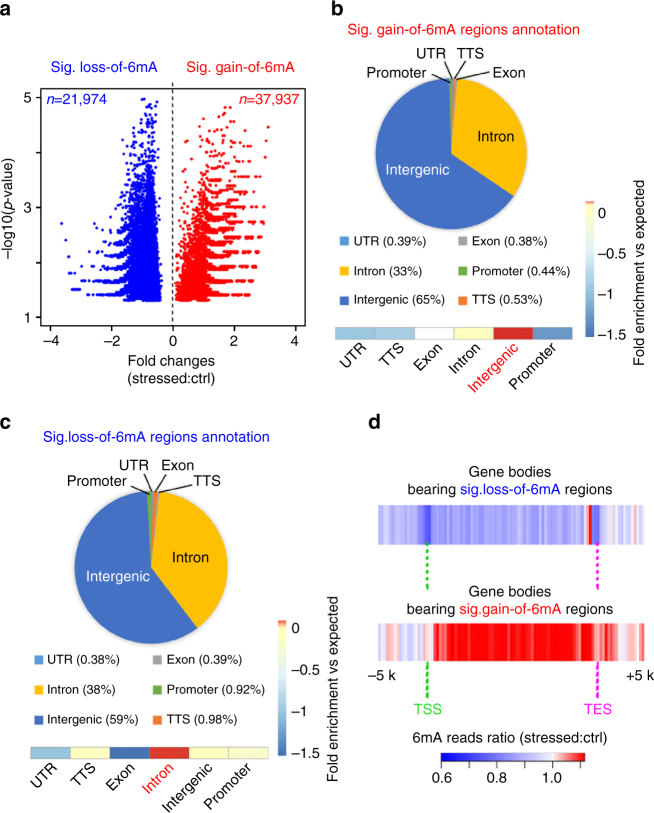
Genome-wide 6mA profiling in PFC reveals dynamic changes in 6mA on intragenic regions in response to stress. **a** Volcano plot illustrated the significant gain- and loss-of-6mA regions upon stress. Each dot represents 500-bp binned mouse genome containing significant 6mA reads differences by pair-wise replicate comparison. Fold changes in 6mA reads (Stressed:Control) are indicated on the *x*-axis, and –log10(*p*-value) of each bin are indicated on the *y-*axis. 37,937 significant gain-of-6mA regions and 21,974 loss-of-6mA regions are highlighted in red and blue, respectively. **b**, **c** Genomic annotation of significant gain- or loss-of-6mA demonstrate their percentage of genomic feature association and enrichment vs. expected values. Dynamic 6mA changes upon stress predominantly occurred on introns and intergenic regions. Gain-of-6mA regions were mostly enriched in intergenic regions over expected value whereas loss-of-6mA enriched in introns over expected values (Heatmap view, highlighted in red). **d** Average fold change between 6mA normalized reads (stressed vs. control) were calculated in gene bodies bearing loss- or gain-of 6mA regions upon stress, respectively, plus 5 kb upstream and downstream flanking regions. Average fold change was plotted in Heatmap view. Red plots (fold change > 1) indicate overall gain of 6mA upon stress whereas blue plots (fold change < 1) indicate loss of 6mA

### 6mA negatively correlates with LINE transposon expression

To further dissect the association between 6mA dynamic changes upon stress and intergenic transposon activities, we analyzed intergenic 6mA dynamic regions at different classes of transposon elements (Fig. 3). We found that 49.2% of intergenic gain-of-6mA was annotated to long interspersed nuclear element (LINE) transposons, which is the most highly enriched transposon over expected value (Fig. 3a). In contrast, only 8.8% of loss-of-6mA regions were located on LINEs, while 33.9% enriched at simple repeats (Fig. 3b). 

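A repeat annotation was not used here, and simple repeats were searched for in the mm9 sequence of each bin. An uninterrupted run of CA or TG of at least 20 bp was present in 18403 loss bins (83.7%, CI 83.3 to 84.2). The same held for 181 gain bins (0.477%, CI 0.413 to 0.552) and for 248517 genome bins (4.86%), so the loss share was 17.2 times that of the genome. The loss share was 91.2% with a minimum run of 12 bp and 45.2% with a minimum of 40 bp, all minimums having been chosen after seeing the data. Runs of GA or TC were present in 14.4% of loss bins, 0.880% of gain bins and 2.26% of 30000 random bins. Of all genome bins with a CA or TG run of 20 to 29 bp, 3.98% were called as loss, and this share rose with run length to 19.2% (54 of 281 bins) from 70 bp. The share called as gain fell from 0.197% to 0% over the same lengths.

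**Figure D2:**
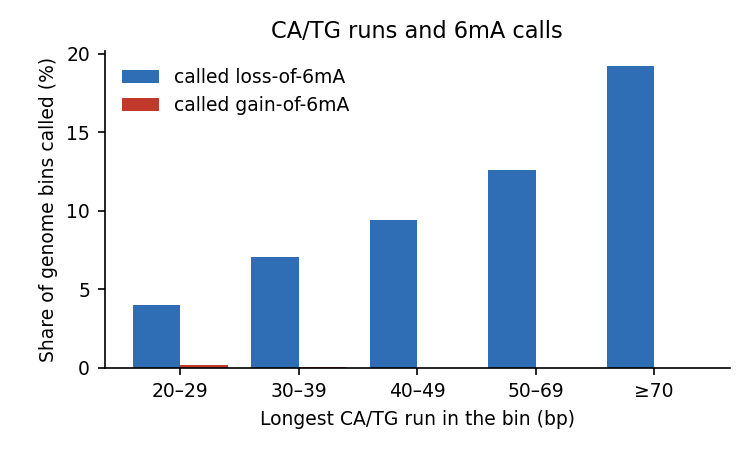
Share of genome bins (percent) called as loss-of-6mA or gain-of-6mA, by the length of the longest CA or TG run in the bin (bp). The loss share is 3.98% for runs of 20 to 29 bp and 19.2% from 70 bp.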

*N*(6)-methyladenine has been shown to modulate transposon expression in *Drosophila* ^6^ and target LINE transposons in mouse embryonic stem cell (mESC)^9^. Stress could also substantially alter transposon expression in mouse PFC (Supplementary Data 3). Expression of transposons, such as LINEs, has been proposed to play important roles in stress response in the mammalian brain^24^. Since 49.2% of intergenic gain-of-6mA upon stress were located on LINEs and highly enriched than expected values (Fig. 3c), which was not found in the loss-of-6mA regions (Fig. 3d), we sought to investigate gain-of-6mA association with LINE expression by RNA-seq. 103 of 120 expressed LINEs in PFC had significant 6mA changes upon stress, with 82 (79.6%) showing increased 6mA. Importantly, the majority (74 out of 82, 90.2%) of LINEs with gain-of-6mA are downregulated upon stress (Fig. 3e). The percentage of downregulated LINEs bearing increased 6mA was significantly more enriched than observed in short interspersed nuclear element (SINE) transposons (*χ* ^2^ test, *p* < 0.001). These data indicate an inverse association between gain-of-6mA and LINE expression upon stress. This is consistent with strong enrichment of gain-of-6mA annotations at LINE elements relative to expected values (Fig. 3a).

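The families behind this comparison are those of Supplementary Data 3, whose log2 fold changes are the paper's, from TEtranscripts on the RNA-seq libraries of control and stressed PFC. The counts and tests given here were computed from them. Regardless of 6mA, 103 of 120 LINE families were lower upon stress (85.8%, 95% Wilson CI 78.5 to 91.0), with a median of -0.37. Among SINE families, 29 of 40 were lower (72.5%, CI 57.2 to 83.9), with a median of -0.10. LTR families were lower in 305 of 440 cases (69.3%) and DNA transposon families in 99 of 150 (66.0%), within 550 of 770 families of all classes (71.4%). The difference between LINE and SINE families was within counting error (odds ratio 2.30, two-sided Fisher's exact test on families, p = 0.0899), and families are not replicates. After the fold changes were centred on the median of all families, the odds ratio was 4.48 (p = 8.68e-05, same Fisher's exact test). For the paper's 82 LINE families with gain-of-6mA, the paper's count of lower families is 74 (90.2%), which leaves 29 of the other 38 LINE families lower (76.3%, CI 60.8 to 87.0). These shares differed with an odds ratio of 2.87 (two-sided Fisher's exact test, p = 0.0519). The paper counts 103 LINEs with 6mA changes and 82 with gain, so the other 38 mix families with and without a change. From the fall of LINEs with gain-of-6mA, the paper concludes that gain-of-6mA and LINE expression are inversely associated.

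**Figure D3:**
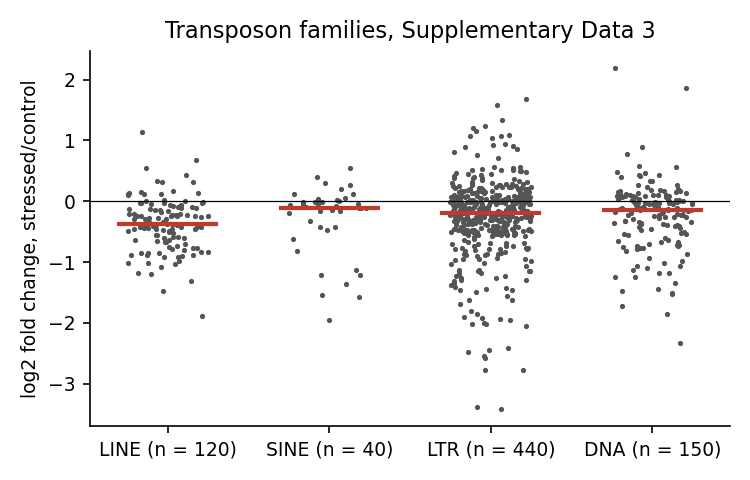
Log2 fold change (stressed over control) of each transposon family in the paper's Supplementary Data 3, with each class's median as a red line. The medians are -0.37 for 120 LINE families and -0.10 for 40 SINE families.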

**Fig. 3:**
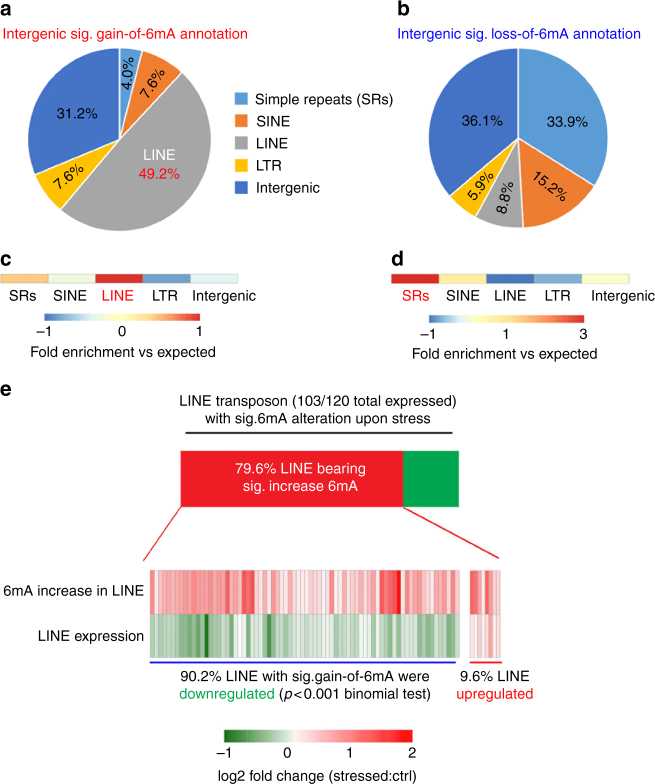
Genome-wide 6mA profiling in PFC reveals dynamic changes in 6mA on intergenic repetitive elements in response to stress. **a**, **b** Genomic annotation of significant gain- or loss-of-6mA demonstrate their percentage of repetitive elements association and enrichment vs. expected values. Stress-induced intergenic 6mA alterations occurred on distinct classes of repetitive elements. **c**, **d** The Log2 enrichment of annotated gain- or loss-of-6mA vs. expected values were calculated by HOMER annotation algorithm and demonstrated by heatmap. In total, 49.2% of intergenic gain-of-6mA occurred in the long interspersed nuclear element (LINE), which was highly enriched over expected. Loss-of-6mA was predominantly enriched in simple repeats over expected values. **e** Gain-of-6mA on intergenic regions correlated with downregulation of LINE transposon expression. In total, 79.6% of dynamic 6mA marked LINE transposons possessed gain-of-6mA, with 90.4% of these LINE expression being downregulated upon stress. *P* < 0.001, Chi-squared test comparing to short interspersed nuclear element (SINE) transposon. The fold changes (Stressed:Control) of both 6mA and LINE expression are indicated by Heatmap. Red plots (Log2 fold change > 0) indicate increased expression upon stress (stressed > control), whereas green plots (fold change < 0) indicate decreased expression upon stress (stressed < control)

To validate the dynamic 6mA regions identified by 6mA-IP-seq, we employed a published restriction enzyme digestion method which takes advantage of the 6mA-sensitive restriction enzyme *Dpn*I that preferentially cleaves methylated adenine at GATC/CATC/GATG sites^25^. Equal amounts of *Dpn*I-digested DNA and undigested control DNA were subjected to quantitative polymerase chain reaction (qPCR) analyses with primers targeting 6mA dynamic regions identified by 6mA-IP. The percentage of 6mA in either control or stressed PFC can be assessed by qPCR amplification and normalized to undigested DNA control (digested/undigested)^4, 25^. Loci with lower 6mA modification upon stress would hinder *Dpn*I digestion, resulting in higher PCR fold changes than control. We validated 16 random gain- or loss-of-6mA loci annotated to intragenic or intergenic regions identified by 6mA-IP-seq and found consistent 6mA dynamic changes upon stress (Supplementary Figs. 2, 3a, b). Furthermore, we confirmed four additional loss-of-6mA regions annotated in genes involved in neurodevelopment and behavior (Supplementary Fig. 3c). Importantly, no significant difference was found in random loci without 6mA changes, indicating the reproducibility and reliability of 6mA differential region identification (Supplementary Fig. 3d). However, although *Dpn*I can cleave fully methylated adenine at GATC/CATC/CATG to indicate specific methylated adenine in these sites, methylated adenines outside these cutting sites are beyond the scope of *Dpn*I-based 6mA detection, which we could not validate here. Finally, we confirmed differential 6mA regions by an additional computational package (DESeq2)^26^, and found substantial and significant overlap between 6mA differential regions identified by DESeq2 and edgeR that was initially used to identify differential 6mA regions. Taken together, these analyses confirm dynamic 6mA regions upon stress identified by 6mA-IP-seq.

### *N*(6)-methyladenine negatively correlates with a group of neuronal gene expression

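RNA-seq libraries were made from the PFC of 3 control and 3 stressed mice. The authors aligned the reads with TopHat and deposited RPKM values from Cuffdiff, which scale reads by transcript length and by the number of mapped reads. The table gives 1 RPKM value for the control group and 1 for the stressed group, each over the 3 libraries together, with the log2 fold change between them. Without values per library, no difference between the groups has a replicate check here, and no p-value was computed across genes. The depth is unknown, since read counts cannot be recovered from these values. The table's 34411 transcript accessions belong to 23488 gene symbols, and each symbol was used once. The RPKM values sum to 660467 in control and 334641 in stressed PFC. The 100 genes with the highest values held 33.3% of the control sum and 18.2% of the stressed sum. A value of 0 was listed for 5884 genes in control and 5765 in stressed PFC. The values 0.5 RPKM and 0.1 log2 are the paper's, and the requirement of both groups is a choice made here. The 13339 genes above 0.5 RPKM in both groups were taken as expressed, and a log2 fold change over 0.1 as upregulated or under -0.1 as downregulated. Gene coordinates on mm9 were found for 12406 of the expressed genes (93.0%).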

To further link 6mA dynamics and gene expression, global transcriptome changes in PFC upon stress were assessed by RNA-seq (Supplementary Data 4). Gene Ontology (GO) analyses revealed enrichment for numerous biological pathways involved in neuronal functions in the cohort of upregulated genes (Supplementary Fig. 4a). In contrast, these terms were not found in the GO analysis of downregulated genes (Supplementary Fig. 4b), indicating that many critical neuronal genes were upregulated in response to stress. 

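Upregulated genes numbered 4905 of the 13339 expressed genes (36.8%). The median log2 fold change of all expressed genes was -0.03 (95% binomial CI across genes -0.04 to -0.02), and the 95th percentile was 0.48. Raising the threshold moved the count most, to 26 genes at a log2 fold change over 1. Among genes with at least 5 RPKM in both groups, the largest rise was that of the microRNA gene Mir719 (chromosome 14, 60847643 to 60847752), from 26.4 RPKM in control to 241 RPKM in stressed PFC, a log2 fold change of 3.19. It was followed by Mir546 (chromosome 10, 126435496 to 126435616), from 62.6 to 478 RPKM (2.93), and the small nucleolar RNA gene Snora16a (chromosome 4, 131865380 to 131865515), from 12.6 to 61.2 RPKM (2.28). The next genes were Atp6v0c (chromosome 17, 24300833 to 24306647), from 66.8 to 308 RPKM (2.21), and Ndufs5 (chromosome 4, 123389953 to 123395445), from 26.0 to 73.6 RPKM. Mir719, Mir546 and Snora16a lie inside Nupl1, Ctdsp2 and Snhg12 on the same strand, so that reads of these transcripts cannot be separated from theirs in the RPKM values. All 5 genes bore 0 loss and 0 gain bins. Upregulation was more frequent among long genes. In the decile of shortest genes, with a median length of 2.71 kb, 20.4% were upregulated, against 57.8% in the decile of longest genes, with a median of 238 kb. Gene Ontology terms were not analysed here.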

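Downregulated genes numbered 5939 (44.5%), and the falls were larger than the rises, with a 5th percentile of -1.88 and 1906 genes under -1. Among genes with at least 5 RPKM in both groups, Rmrp, a non-coding RNA without coordinates in the annotation used, fell furthest, from 641 to 5.13 RPKM (log2 fold change -6.96). Lars2 (chromosome 9, 123276058 to 123371782), which bore 1 loss and 1 gain bin, fell from 6541 to 100.4 RPKM (-6.03). Gp1bb (chromosome 16, 18620412 to 18622496) went from 315 to 5.92 RPKM (-5.73) and Gm1673 (chromosome 5, 34326086 to 34327662) from 918 to 23.4 RPKM (-5.29). Scand1 (chromosome 2, 156137583 to 156138440) went from 506 to 14.5 RPKM (-5.12). Gp1bb overlaps Sept5 on the same strand and Scand1 overlaps a RIKEN clone gene on the other strand, so reads of these neighbours cannot be separated from theirs. Gp1bb, Gm1673 and Scand1 bore 0 called bins. By transcript length, the median log2 fold change was -0.99 in the shortest decile and 0.15 in the longest. The authors' deposited table marks 233 genes as significant, of which 233 were lower and 0 higher in stressed PFC, with log2 fold changes from -7.89 to -1.64.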

To investigate the potential roles of 6mA in the stress response, we computed the overall 6mA reads ratio at significant intragenic gain- or loss-of-6mA regions per gene between stressed and control PFC, and further subcategorized these genes into four groups: gain-of-6mA/upregulated, gain-of-6mA/downregulated, loss-of-6mA/upregulated, and loss-of-6mA/downregulated genes. 

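Loss and gain bins were assigned to genes by position, since the reads ratio per gene was not used here. Among the 12406 expressed genes with coordinates, 3736 bore at least 1 gain bin. Of these, 1873 were upregulated (50.1%) and 987 downregulated (26.4%). At least 1 loss bin was borne by 3016 genes, of which 1475 were upregulated (48.9%) and 899 downregulated (29.8%). The 2 sets shared 1760 genes, and 55.3% of these were upregulated. Genes with gain bins alone numbered 1976 (899 upregulated, 597 downregulated) and genes with loss bins alone 1256 (39.9% upregulated, 40.5% downregulated). The other 7414 genes bore neither, and 2180 of them were upregulated and 3994 downregulated. Median gene length was 149 kb in genes with both, 49.7 kb with gain alone, 44.8 kb with loss alone and 13.0 kb with neither.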

Importantly, GO analyses revealed that only upregulated genes bearing significant loss-of-6mA were strongly associated with biological pathways (top 15 terms based on fold enrichment) related to neuronal development and neuronal functions, such as learning, behavior, neurogenesis, and axon development, which have been shown to play important roles in the brain stress response^27, 28^ (Fig. 4a, b and Supplementary Data 5). 

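Supplementary Data 5 names 1401 gene symbols under 1516 accessions, of which 1398 were found in the RNA-seq table. These 1398 genes were all expressed and upregulated by the thresholds above. The RPKM minimum in both groups had been set with part of this list's values in view. The paper selected these genes as upregulated on the same libraries, so their passing was fixed by the selection. Their median log2 fold change was 0.27 (interquartile range 0.19 to 0.38, maximum 1.13). With a log2 fold change over 0.5 as the threshold, 140 of them were upregulated. The authors' deposited table marks 0 of them as significant. Of the 1328 genes with coordinates, 1288 bore a loss bin and 825 (62.1%) a gain bin. Their median length was 101 kb, against 24.4 kb for all expressed genes with coordinates. Among the 1475 upregulated genes bearing a loss bin by position, 1288 (87.3%) are in Supplementary Data 5.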

Cross-examination of the relationship between genes and GO terms suggested that a substantial number of upregulated genes related to behavior were also enriched for other biological functions such as learning and neuron projection development, suggesting that these genes could be involved in multiple biological pathways orchestrating stress response (Fig. 4c). On the other hand, no biological terms related to neuronal functions were found in the other groups of genes (Supplementary Fig. 5a–c). Thus, our findings suggest a specific inverse association between intragenic loss-of-6mA and a set of critical upregulated neuronal genes in response to stress. This data echoes the observation that loss-of-6mA regions were strongly and uniquely enriched at introns relative to expected values (Fig. 2c).

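The 50 genes drawn in Fig. 4c were all upregulated, with log2 fold changes from 0.10 to 0.68 and a median of 0.24. The paper drew them from its group of upregulated genes, chosen on these same libraries, so their direction was fixed by the selection. Median expression was 12.7 RPKM in control and 15.8 RPKM in stressed PFC. Only 4 of the 50 had a log2 fold change over 0.5. The largest rise was in Epm2a (chromosome 10, 11063202 to 11179442), from 6.46 to 10.4 RPKM (0.68), with 3 loss and 3 gain bins. Sgk1 (chromosome 10, 21601990 to 21719709) rose from 19.0 to 27.9 RPKM (0.55) and bore 4 loss bins and 1 gain bin. Grid1 (chromosome 14, 35633011 to 36396565) rose from 9.82 to 14.2 RPKM (0.53) and bore 5 loss and 11 gain bins. The smallest rises were those of Tbr1 (chromosome 2, 61640987 to 61652171), from 34.2 to 36.8 RPKM (0.10), and Serpine2 (chromosome 1, 79790772 to 79855271), from 68.3 to 73.8 RPKM (0.11), each with 1 loss bin. Ctnnd2 (chromosome 15, 30102348 to 30959066) went from 40.3 to 43.6 RPKM (0.12), with 11 loss and 9 gain bins. A loss bin was present in 46 of the 50 genes and a gain bin in 35, and their median length was 136 kb.

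**Figure D4:**
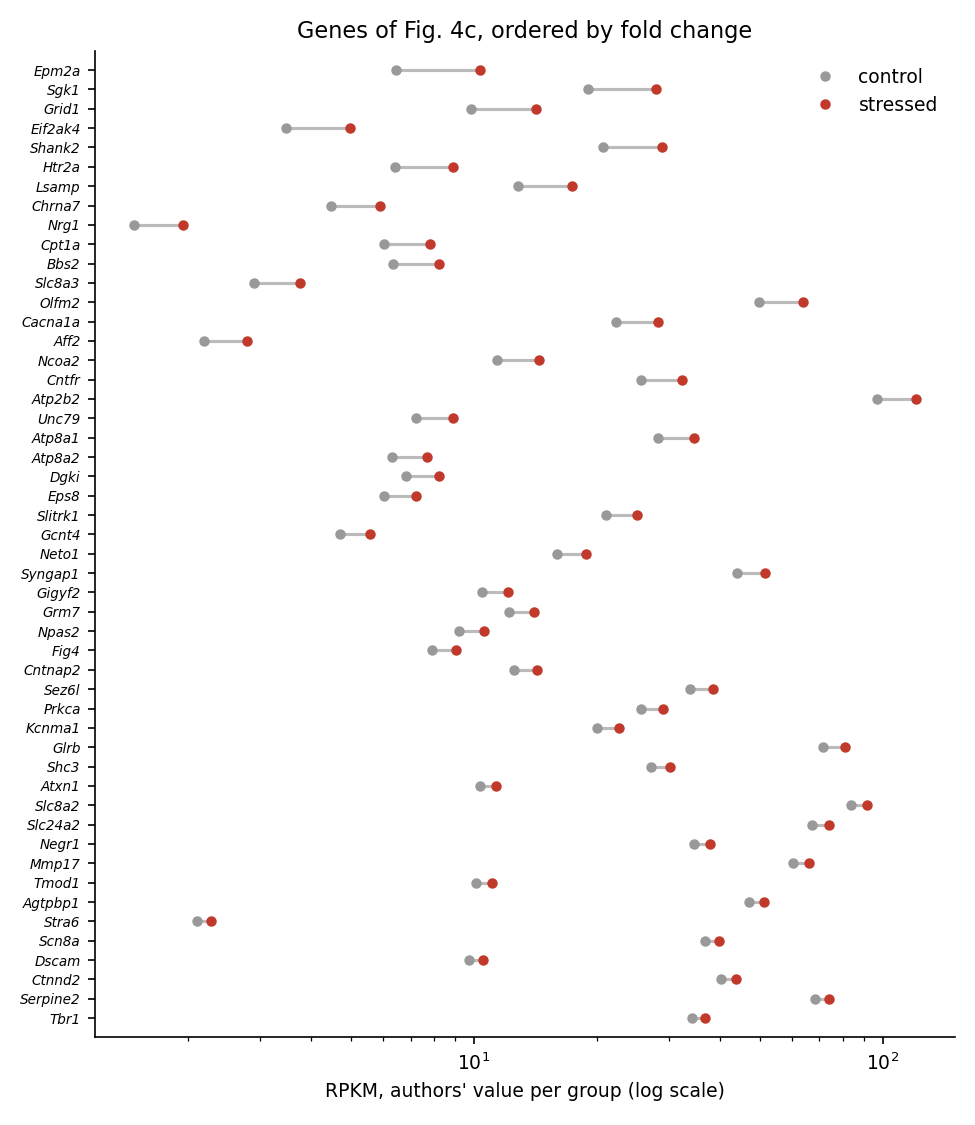
RPKM (log scale) of the 50 genes of Fig. 4c in control (grey) and stressed (red) PFC, 1 value per group, ordered by fold change. The stressed value is the higher in all 50, which the paper selected as upregulated. They run from Tbr1 at the bottom (34.2 and 36.8 RPKM) to Epm2a at the top (6.46 and 10.4 RPKM).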

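Before matching, the median log2 fold change was 0.18 higher in genes bearing a loss bin than in genes without one. For genes bearing a gain bin, the difference was 0.23. Since long genes bear more bins and had higher fold changes, each set was then compared with genes of the same gene length and mean expression. After this matching the difference was -0.0034 for genes with a loss bin, which is at percentile 42.4 of 10000 permutations of the bin labels within matched groups. For genes with a gain bin it was 0.026, at percentile 91.5. Genes with loss bins alone differed from their matched genes by -0.037 (percentile 1.83), genes with gain bins alone by 0.026 (percentile 97.1) and genes with both by 0.031 (percentile 72.5). Matched on transcript length and GC content instead, the 3 differences were 0.032 (percentile 98.2), 0.032 (percentile 99.9) and 0.069 (percentile 100). Matched on gene length, transcript length and GC content together, they were -0.016 (percentile 20.7), -0.0028 (percentile 41.0) and 0.060 (percentile 91.8). Both matchings with GC content were chosen after seeing the data. Genes are not independent replicates, and the percentiles describe these libraries. From the Gene Ontology terms of the 4 groups, the paper proposes that loss-of-6mA within genes goes with higher expression of a specific set of neuronal genes in response to stress.

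**Figure D5:**
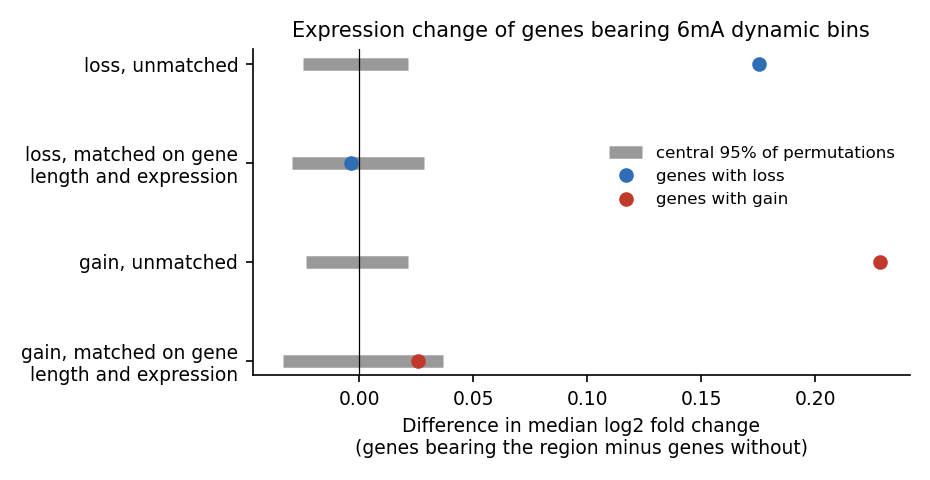
Difference in median log2 fold change between genes bearing a loss or gain bin and genes without one, unmatched and matched on gene length and mean expression, with the central 95% of 10000 permutations in grey. Unmatched differences are 0.18 and 0.23, and matched differences are -0.0034 and 0.026.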

**Fig. 4:**
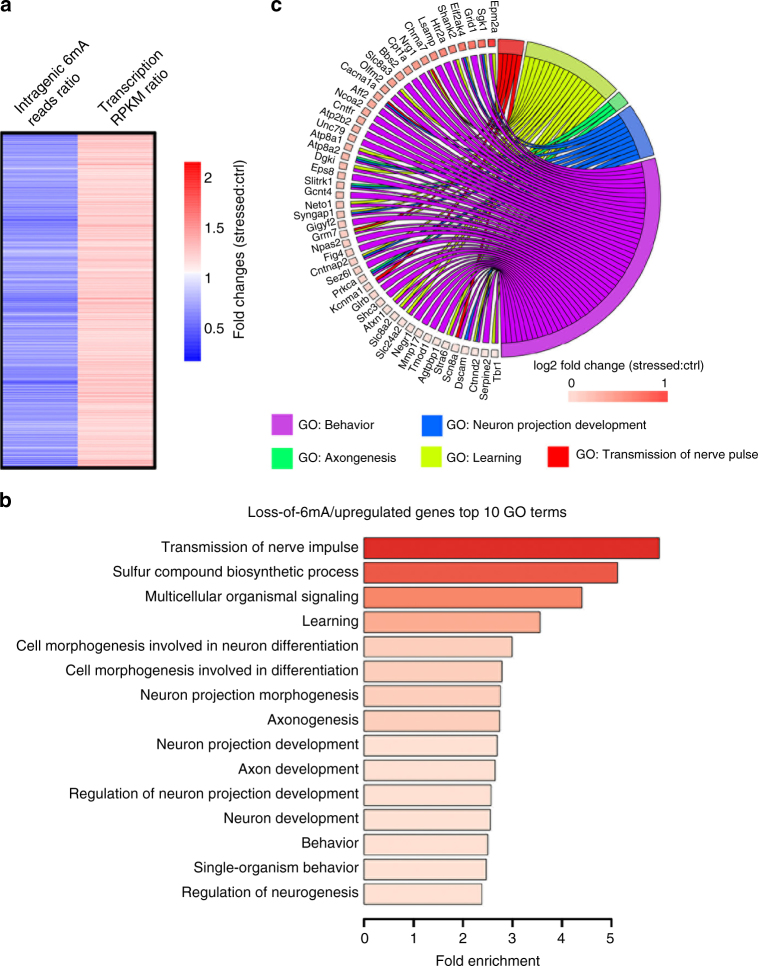
*N*(6)-methyladenine negatively correlates with neuronal gene expression in response to stress. **a** Genes with significant loss-of-6mA and increased expression upon stress are indicated. The log2 fold changes (Stressed:Control) of both 6mA and transcription are illustrated by Heatmap. Red plots (fold change > 1) indicate transcription upregulation upon stress, whereas blue plots (fold change < 1) indicate loss-of-6mA on the same genes upon stress. **b** Genes in **a** were enriched in pathways related to neuronal functions, neurogenesis and behavior control. Fold enrichment of each GO term are indicated by the *x*-axis and bar color. **c** Circos plot to indicate the relationship between genes and GO terms. Cross-examination of GO analyses suggested that a substantial number of upregulated genes with loss-of-6mA related to behavior were also enriched in other biological functions such as learning and neuron projection development. Log2 fold changes of gene expression were indicated as colored squares

### Crosstalk between 6mA and other epigenetic mechanisms

In order to explore the mechanistic roles of 6mA in gene regulation, we investigated the potential correlation between 6mA distribution and enhancer regions and their signature histone modifications^29^. Overall, 6mA levels in both control and stressed PFC samples appeared to be significantly depleted in both general enhancers and cortex-specific enhancers compared to non-enriched input (Supplementary Fig. 6a). Stress further significantly decreased 6mA levels in these regions, implying that altered 6mA upon stress could impact enhancer activity in mouse brains (Supplementary Fig. 6b). H3K27ac and H3K4me1 are associated with enhancers and active promoters^29^. Consistent with enhancer regions, 6mA was also depleted at H3K27ac and H3K4me1^30^ regions (Supplementary Fig. 6c). In addition, 6mA was also depleted at Pol II binding sites, consistent with its negative correlation with transcription. Interestingly, although the same trend (further 6mA depletion upon stress) was observed in H3K27Ac and H3K4me1, stress-induced 6mA depletion was not significant (Supplementary Fig. 6d). This observation suggested that 6mA dynamic changes in response to stress were more specific at *cis*-regulatory regions.

Recent studies suggest that DNA methylation, especially non-canonical CpH methylation (H=A, C or T), plays unique roles in neuronal functions^31, 32^. We explored the correlation between cytosine methylation and adenine methylation in the context of neurons and non-neurons using a genome-wide methylated DNA immunoprecipitation (MeDIP) data set in mouse cortex^33^. Interestingly, methylated cytosine (mC) was strongly enriched at loss-of-6mA regions but only showed modest distributions at gain-of-6mA regions (Supplementary Fig. 7a). The specific enrichment of mC at regions with high 6mA levels in control, which lose 6mA under stress, could indicate co-existence of these modifications and coordination of repressive roles. Intriguingly, the correlation between mC and 6mA appears to be preferential in neurons, as loss-of-6mA regions have almost two-fold higher mC levels in neurons than non-neuronal cells (Supplementary Fig. 7b). Consistently, global 6mA profiles in control PFC demonstrated a stronger correlation with 5mC than stressed PFC, and the 5mC profile was closer to 6mA profiles in neuronal cells than non-neuronal cells (Supplementary Fig. 8a). Given that a substantial number of gain-of-6mA regions upon stress were annotated in LINE transposons, we tested whether cytosine methylation was also altered in LINE transposons. Interestingly, MeDIP coupled with qPCR detected a significant increase of methylation in L1td1^34^ upon stress (Supplementary Fig. 8b), suggesting potential crosstalk between 6mA and 5mC in LINE transposons. Furthermore, the correlation between cytosine and adenine methylation was supported by the top motifs found in intragenic regions upregulated with loss-of-6mA (Supplementary Fig. 9). 

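In genes of Supplementary Data 5, a CA or TG run of at least 20 bp was present in 2637 of 3052 loss bins (86.4%, CI 85.1 to 87.6). The longest run in these bins had a median length of 40 bp (interquartile range 32 to 46, maximum 188). Intronic loss bins of all genes held such a run in 84.1% of cases and intergenic loss bins in 84.0%. Loss bins of upregulated genes held one in 2868 of 3342 cases (85.8%) and those of downregulated genes in 1415 of 1727 cases (81.9%), leaving out bins that lie in genes of both kinds. The last 2 shares differed with an odds ratio of 1.33 (two-sided Fisher's exact test on bins, p = 0.000364). Bins are not replicates, and a gene can bear several. Epm2a, the gene of Fig. 4c with the largest fold change, has 3 intronic loss bins on chromosome 10. They begin at 11070501, 11113501 and 11130501 and have runs of 78, 42 and 48 bp within the bin. The run of the first bin starts at the bin's first base and continues upstream of it, so its full length is greater. The run of the second bin, from 11113589 to 11113630, reads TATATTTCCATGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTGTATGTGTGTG with 10 bp on either side. The third bin's run, from 11130566 to 11130613, reads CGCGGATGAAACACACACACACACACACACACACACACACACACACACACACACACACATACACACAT with the same flanks.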

“AC” and “CA” are major motifs within these regions in PFC. Moreover, these motifs were predicted to be recognized by various transcription factors, such as Egr2, Foxh1 and Hif2a (Supplementary Fig. 9), suggesting that 6mA dynamics may serve as docking sites to modulate transcription factor binding in response to stress. In fact, 6mA is enriched in histone modifier binding sites, such as Polycomb PRC1 component BMI1 Proto-Oncogene, Polycomb Ring Finger (Bmi1), but depleted in another Polycomb protein RING1B (Supplementary Fig. 10a), implying potential and specific crosstalk between 6mA and other epigenetic mechanisms. Significant loss-of-6mA in stress was found at Bmi1-binding sites (Supplementary Fig. 10b), and Bmi1 has been shown to mark certain enhancer regions^35^. This observation was consistent with the depletion of 6mA from enhancers in normal mouse PFC (Supplementary Fig. 6).

### Dynamic 6mA is associated with depression-linked loci

To shed light on the functional relevance of 6mA dynamics in the stress response and human neuropsychiatric disorders, we obtained human depression-associated genes related to the 17 most significant SNPs^36^, and correlated their mouse orthologs with 6mA dynamic genes upon stress in our study. Interestingly, 14 out of 17 (82.4%) depression-associated genes significantly overlapped with 6mA dynamic genes upon stress (Fig. 5a, Pearson’s χ^2^ tests). Importantly, the same number of random genes selected to match the GC content, gene size, and neuronal expression of these depression-associated genes did not significantly overlap with 6mA dynamic genes upon stress (Supplementary Fig. 11). To further investigate whether 6mA is associated with other neuropsychiatric disorders, we obtained genes associated with autism spectrum disorder (ASD)^37^, schizophrenia (SCZ)^38^, aortic lesion, and obesity^39^. *N*(6)-methyladenine dynamic genes showed significant and specific overlap with ASD and SCZ genes (Fig. 5a, Pearson’s *χ* ^2^ test), but not with genes involved in aortic lesion, obesity^39^, or an equal number of randomly selected refseq genes (Fig. 5b, Pearson’s *χ* ^2^ test). Together, these data suggest a potential link between this novel DNA modification and mental illness. Furthermore, genes with the top 10,000 depression-associated SNPs also displayed significant overlap with 6mA dynamic genes but not with an equal number of random genes (Supplementary Fig. 12a, Pearson’s *χ* ^2^ tests). We generated three random gene lists to match the GC content, gene size, and neuronal expression to the full list of depression-associated genes, and calculated their overlap with 6mA dynamic genes in stress (Supplementary Fig. 12b–d). Similar to the top 17 most significant SNPs, the overlap between 6mA dynamic genes in stress and the full list of depression-associated genes is also specific and significant, as all three random gene lists did not show significant overlap with 6mA dynamic genes (Supplementary Fig. 12b–d, Pearson’s *χ* ^2^ tests). These data indicate a strong association between 6mA and loci linked to neuropsychiatric disorders.

**Fig. 5:**
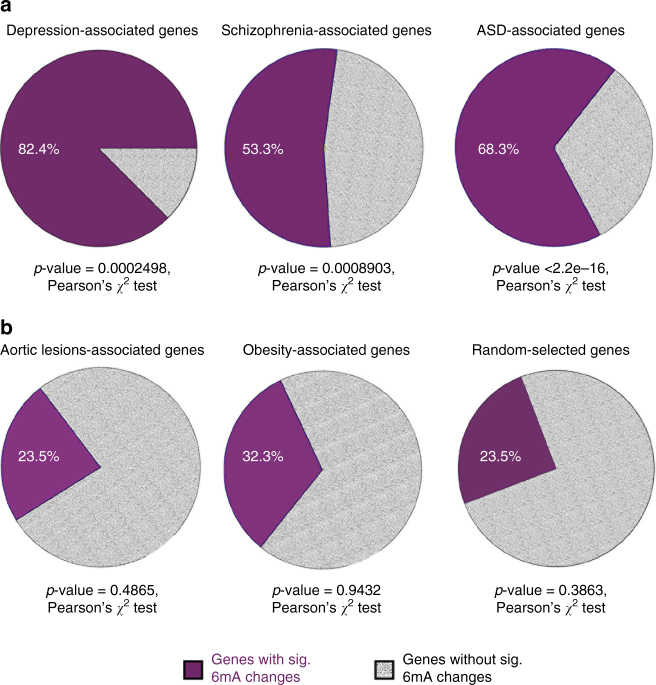
Dynamic 6mA is associated with depression-linked genetic loci. **a** Significant overlap between depression-associated genes containing the top 17 most significant SNPs, schizophrenia (SCZ)-related risk genes and autism spectrum disorders (ASD)-related risk genes with dynamic 6mA marked genes upon stress are indicated. *P*-value was calculated by Pearson’s *χ* ^2^ test. **b** The genes related to aortic lesions, obesity or randomly selected genes did not show significant enrichment. Statistical significance was calculated by Pearson’s *χ* ^2^ tests, and *p*-values are indicated

## Discussion

*N*(6)-methyladenine is relatively well characterized in bacteria and is involved in host defense against bacteriophages and transposons, modulation of DNA and chromosome replication, DNA mismatch repair and expression of certain operons^3^. The presence of 6mA in the genome of eukaryotic cells, including green algae, worms, and fruit flies, was recently documented^4–6^. Our data presented here for the first time demonstrate the presence and dynamics of 6mA in the mouse brain in response to stress. Genome-wide 6mA profiling indicates an inverse association of 6mA dynamics with a group of neuronal genes involved in the stress response as well as transposon LINE expression. *N*(6)-methyladenine appears to be depleted in *cis*-regulatory elements and correlates with cytosine methylation and other epigenetic regulation in the mammalian CNS. Interestingly, the group of genes in mouse PFC bearing dynamic changes in 6mA in response to stress significantly and specifically associate with genes involved in neuropsychiatric disorders.

Increasing evidence indicate that physiological and psychological stress could change DNA methylation at critical genes related to stress in mouse brains^18, 40, 41^. Furthermore, DNA methylation alterations are further supported by similar observations in postmortem human brains of patients diagnosed with major depressive disorder who committed suicide^42^. PFC is responsible for highest-order cognitive abilities and is particularly susceptible to chronic stress and plays significant roles in depression^22^. Our results demonstrate specific accumulation of 6mA in PFC under chronic stress, which further supports the critical roles of PFC in the stress response and suggest the potential importance of 6mA dynamics during this process. Interestingly, it has been suggested that chronic stress could induce morphological and molecular changes within PFC to render cognitive rigidity and increased vigilance^28^. These changes are PFC specific, and could be conveyed by the rapid alteration of 6mA upon stress. It is important to note that the stress condition applied in our current study only represents one of many unknown environmental paradigms which could spatially and temporally trigger 6mA dynamics to deal with environmental changes at the epigenetic level. Thus, further studies will be important to precisely elucidate the roles of 6mA in specific brain regions in response to various stimuli.

Earlier experiments have found that transfecting a gene with 6mA modifications could result in an almost 30-fold decrease in transcription factor binding in mammalian cells, implying potential roles for 6mA in transcription^43^. In the current study, we show that significant loss of intragenic 6mA in mouse PFC upon stress inversely correlates with a group of upregulated genes enriched in neuronal functions, neurodevelopment and behavior. These data indicate that the presence of 6mA on these genes could play a negative transcription role under normal conditions in mouse PFC, consistent with a recent study in mESCs^9^. Interestingly our data suggest a general depletion of 6mA in enhancer regions and Pol II binding sites (Supplementary Fig. 5c), indicating that 6mA repression could be in part due to its modulation of intronic *cis-*regulatory regions. Genome-wide 6mA distribution appears to be tissue-specific, as dynamic 6mA changes are highly enriched in “CA” motifs in mouse PFC compared to “GA” motifs in static mouse kidney^7^. Increasing evidence supports that non-CpG methylation (mCH, H=A/C/T) more directly regulates genes in neurons, with mC in the “CA” context as a major motif^32^. It is important to further understand the precise and tissue-specific roles of 6mA and investigate the potential link between cytosine and adenine methylation.

Our finding that the group of genes bearing dynamic 6mA changes in response to stress significantly and specifically overlaps with genes involved in depression, SCZ, and ASD is particularly intriguing. Potential 6mA “readers”, “writers”, and “erasers” that maintain 6mA homeostasis in the CNS could play key roles in maintaining normal brain function. It will be important to identify the 6mA functional players in future studies. Thus, aberrant 6mA in response to stress could contribute to neuropsychiatric diseases by ectopically recruiting transcription factors and altering target expression. Therefore, our finding provides the first link between this novel DNA adenine methylation and neuropsychiatric disorders.

## Methods

### Animals

All wild-type mice had the C57BL/6 genetic background. All mice used in this study were male and 7–8 weeks old. All animal procedures were performed according to protocols approved by Institutional Animal Care and Use Committee at Emory University.

### Chronic restraint stress

Mice were individually placed into a customized, well-ventilated 50-ml conical tube (Corning Inc., Corning, NY) daily from 10 a.m. to 12 p.m. for 2 h in their home cages for 2 weeks. The restrained mice could move from the supine to prone position, but were not able to move forward or backward. The non-restrained control mice remained undisturbed in their home cages. After restraint stress, mice were released from the tube and returned to their home cages. Three independent stress experiments were performed with nine animals each in control and stressed groups per experiment.

### Forced swim test

The FST was performed as described previously^44^. In brief, each mouse was placed in a glass cylinder (20 cm high, 15 cm in diameter) with warm water (23–25 °C, 14 cm in depth) for 6 min. The water in the glass cylinder was replaced with fresh water of the same temperature for each individual test. Mice were gently dried after removal from the bath and returned to their home cages. Immobility time was recorded when the animal was floating in the water or making the minimum movement necessary to float in the water. An unpaired *t*-test was used and error bars represente mean±SEM. Investigators were blinded to groups and genotypes.

### Tail suspension test

The TST was performed according to the method outlined in previous reports with a minor modification^45^. Each mouse was suspended by adhesive tape placed ∼1 cm from the tip of the tail. The distance between the tip of the tail of each mouse and the desktop was about 45 cm. Each mouse was suspended for 6 min, and the immobility time was recorded. Unpaired *t*-test was used and error bars represent mean±SEM. Investigators were blinded to groups and genotypes.

### Genomic DNA and RNA isolation

Mouse prefrontal cortexes were dissected from the brain immediately after the behavior tests. Genomic DNA was isolated from different brain tissues in 600 μl of digestion buffer (100 mM Tris-HCl, pH 8.5, 5 mM EDTA, 0.2% SDS, 200 mM NaCl), then treated with Proteinase K (Thermo) at 55 °C overnight. The second day, 600 μl of phenol:chloroform:isoamyl alcohol (25:24:1 saturated with 10 mM Tris, pH 8.0, 1 mM EDTA) (P-3803, Sigma) was added to samples, mixed completely, and centrifuged for 10 min at 12,000 rpm. The aqueous layer was transferred into a new Eppendorf tube and precipitated with 600 μl of isopropanol. The pellet was washed with 75% ethanol, air-dried, and resuspended with Nuclease-Free Water (Ambion). DNA samples were treated extensively with an RNase cocktail (Ambion) to remove contaminating RNA. PFC samples were homogenized in Trizol (Invitrogen) and processed according to the manufacturer’s instructions for total RNA isolation.

### *N*(6)-methyladenine antibody specificity

The specificity of 6mA antibody (Synaptic systems) was extensively validated to ensure that it did not cross-react with 5mC, 3mA, or denatured 1mA^5^. It displayed poor reactivity with RNA molecules^5^. In addition, consistent with our data, a recent publication^9^ used this LC–MS approach to analyze DNA modifications in mouse embryonic stem cells. No 1-methyladenine (1mA), 3-methyladenine (3mA), or 3-methyl-cytosine (3mC) was detected in the mouse genome. The specificity of this antibody was validated by PCR using normal dATP or 6mA-modified dATP (Fig. 1d).

### *N*(6)-methyladenine dot blot

Dot blot was performed on a Bio-Dot Apparatus (#170-6545, BIO-RAD) as described previously^46^ using a specific 6mA antibody (Synaptic Systems, cat. no. 202 003) incubating overnight at 4 °C. Horseradish peroxidase-conjugated antibody to rabbit (1:5000, #A-0545, Sigma) was used as a secondary antibody, and incubated for 45 min at 20–25 °C. Standard DNA templates were loaded (D5405, ZYMO) for quantification and to verify antibody specificity. The density of each dot signal was quantified by ImageJ software^47^. An unpaired *t*-test was used and error bars represent mean±SEM. Extensive RNase treatments were performed to ensure complete removal of RNA contamination.

### UHPLC-MS/MS analysis

Genomic DNA of PFC, HIP, AMY, and HYP were enzymatically digested into single nucleosides with a mixture of DNaseI, calf intestinal phosphatase, and snake venom phosphodiesterase I at 37 °C for 12 h. After enzymes were removed by ultrafiltration, the digested DNA was subjected to UHPLC-MS/MS analysis. HPLC fractionation of mouse m6dA and UHPLC-QTOF-MS/MS analysis were performed as described previously^6^. The 6mA levels in control PFC (6.6 p.p.m.) and stressed PFC (25.5 p.p.m.) had similar ranges as observed in mouse embryonic stem cells^9^.

### *N*(6)-methyladenine immunoprecipitation

Genomic DNA was sonicated to 200–300-bp fragments for IP-based 6mA enrichment using rabbit polyclonal antibody raised against 6mA (Synaptic Systems) at 1:100 in 1× IP buffer containing 100 Mm Tris-HCl pH 7.4, 150 Mm NaCl, 0.05% Triton X-100. The IP was conducted with overnight platform rotation at 4 °C without beads. Dynabeads Protein G (Novex by Life Technologies, REF 10009D 30 mg/ml) were added, and the mixture was rotated at 4 °C for 2 h. Beads were washed six times at room temperature with 1× ice-cold IP buffer, 5 min each with rotation. After the wash, the DNA fragments were eluted by either proteinase K digestion or 6mA competition. For proteinase K digestion-based elution, the beads were treated with digestion buffer containing 1× TE, 0.25% SDS, and 0.25% Proteinase K (2.5 mg/ml) at 55 °C and centrifuged at 1400 rpm for 2 h. The eluted DNA fragments were extracted once with phenol:chloroform:isoamyl alcohol=25:24:1, followed by extraction with chloroform alone, and then precipitated with glycogen, NaOAc pH 5.2, and 100% ethanol at −20 °C for at least 2 h or overnight. For 6mA base competition-based elution, the beads were treated with 1× IP buffer with 2.6 mM 6mA three times for 30 min each at room temperature. The eluted DNA fragments were precipitated without extraction with phenol and chloroform.

### *N*(6)-methyladenine *Dpn*I digestion and qPCR

*Dpn*I digestion and qPCR were conducted as previously described^25^. Briefly, restriction enzyme digestion was performed by treating 1 µg of genomic DNA with 5 µl of 5 U/µl *Dpn*I restriction enzyme (NEB) at 37 °C for 1 h. The digested DNA and non-digested DNA (5 ng) were subjected to qPCR using FastStart SYBR Green Master kit.

### Library preparation and high-throughput sequencing

Enriched DNA from triplicate 6mA-IP were subjected to library construction using the NEBNext ChIP-Seq Library Prep Reagent Set from Illumina according to the manufacturer’s protocol. Briefly, 25 ng of input genomic DNA or experimental enriched DNA were used for each library construction. DNA fragments (150–300 bp) were selected by AMPure XP Beads (Beckman Coulter) after adapter ligation. An Agilent 2100 BioAnalyzer was used to quantify amplified DNA, and qPCR was applied to accurately quantify library concentration. In total, 20 pM diluted libraries were used for sequencing. Fifty cycle single-end sequencing reactions were performed using Illumina HiSeq 2000. Image processing and sequence extraction were done using the standard Illumina Pipeline.

RNA-seq libraries were generated from triplicate samples per condition using the Illumina TruSeq RNA Sample Preparation Kit v2 following the manufacturer’s protocol. RNA-seq libraries were sequenced as 50-cycle paired-end runs using Illumina HiSeq 2000.

### Sample size and statistical analyses

Eighteen wild-type mice were randomly divided into control and stressed groups. No particular animals were included or excluded from the study. For 6mA profiling, three biological replicates (both control and stressed mouse PFC DNA) from different batches of stress experiments with consistent PFC 6mA increases were subjected to 6mA-IP-seq. RNA-seq was also performed on three biological replicates. *P* values from Pearson’s *χ* ^2^ tests and *t*-tests are indicated in Figures and Figure legends. All statistical analyses were performed in the R computational environment.

### Bioinformatics analyses

Triplicated FASTQ sequence files from control and stressed 6mA-IP in PFC were aligned to the mm9 reference genome using Bowtie v1.1.2^48^. Established computational algorithms (edgeR package in R/Bioconductor environment) using quantile-adjusted conditional maximum likelihood methods were used to compare three control and three stressed normalized 6mA read density in 500 bp binned mouse genome (6mA-seq resolution) with the consideration of sample variation. Differential regions with a *p* value<0.05 (false discovery rate<0.077) were considered significant. The differential 6mA regions were further validated by DESeq2, another widely utilized computational algorithm^26^. Ngs.plot software was used to calculate 6mA and 5mC concatenated reads on various genomic regions to plot average 6mA reads on gene bodies^49^. Annotation analyses and expected values of genomic features were performed using the HOMER suite^50^. Motif search and transcription factor prediction were performed by regulatory sequence analysis tools^51^ or HOMER suite. RNA-seq reads were aligned using TopHat v2.0.13^52^, and differential reads per kilobase of transcript per million mapped reads (RPKM) expression values were extracted using Cuffdiff v2.2.1^52^. Genes with RPKM values more than 0.5 and log2 fold changes more than 0.1 were kept for transcriptome analyses. All differentially expressed genes were tested for correlation to 6mA dynamic changes since stress could result in subtle changes in expression. Gene ontology analyses were performed by Gene Ontology Consortium^53^. Transposon expression was analyzed by TEtranscripts^54^. Circos plot was generated by R-package GOplot^55^. The global Spearman correlations between 6mA and 5mC were performed by deepTools^56^.

### Published datasets

Cortex-specific enhancer and cortex general enhancers were obtained from the ENCODE project^29^ (http://chromosome.sdsc.edu/mouse/download.html). Enhancer regions were determined as 250 bp flanking the summit. Eight-week-old mouse cortex H3K27ac and h3K4me1 ChIP-seq data were obtained from GSE49847^29^. Mouse anterior cingulate cortex (ACC) DNA methylation (MeDIP-seq), Histone H3K27ac, and H3K4me1 ChIP-seq data were obtained from GSE74965 and GSE74964, respectively^33^. Mouse brain AUTS2, Bmi1, and RING1B ChIP-seq data were obtained from GSE60409^30^. The human loci related to depression, SCZ, and ASD were converted to their mouse orthologs and overlapped with loci bearing dynamic 6mA changes upon stress. All SRA files were downloaded, converted to FASTQ files and processed as described in the bioinformatics methods section.

### Data availability

The sequencing data have been deposited at Gene Expression Omnibus under accession number GSE79543. Other data showing the significant loss- and gain-of-6mA; stress-induced transposon expression; stress-induced gene expression alteration and upregulated genes bearing significant loss-of-6mA are shown in Supplementary Data 1–5. All other relevant data are available from the corresponding author.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

# Supplementary material for: DNA N6-methyladenine is dynamically regulated in the mouse brain following environmental stress
**Source:** Nat Commun. 2017 Oct 24;8:1122. doi: 10.1038/s41467-017-01195-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**File Name:** Supplementary Data 1

**Description:** Significant loss-of-6mA regions upon stress.

**File Name:** Supplementary Data 2

**Description:** Significant gain-of-6mA regions upon stress.

**File Name:** Supplementary Data 3

**Description:** Stress-induced transposon expression.

**File Name:** Supplementary Data 4

**Description:** Stress-induced gene expression alterations determined by RNA-seq.

**File Name:** Supplementary Data 5

**Description:** Upregulated genes bearing significant loss-of-6mA are strongly associated with biological pathways.

How the deposited data were processed for this re-analysis (not part of the article)

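The study measured 6mA by immunoprecipitation and sequencing, and RNA by sequencing, in the PFC of male mice. Each experiment had 2 groups, with 3 control and 3 stressed mice per experiment and 12 libraries in all. Stressed mice were restrained for 2 h per day over 14 days in the paper, and for 7 or 14 days in the deposited descriptions. The paper's duration was used.

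For the 6mA-IP-seq libraries, the authors aligned reads to mm9, counted them in 500 bp bins, compared the groups with edgeR and kept bins with a p-value under 0.05. The processed lists that the authors deposited, which were used here, give only the positions of these bins, as genomic start and end. The sequencing reads were not used here. No bin in the lists has a count or other value, and the depth per library is unknown from them. For the RNA-seq libraries, the authors deposited RPKM values computed with Cuffdiff over the 3 libraries of each group, 1 value per group. The authors also deposited a log2 fold change of stressed over control RPKM and a mark for genes they called significant. The log2 fold change recomputed from the RPKM values equalled the deposited one in 100% of genes with a value above 0 in both groups. The values of all accessions of a gene symbol are the same, so each symbol was counted once.

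Comparisons of the 2 groups were made on the authors' group values. The RPKM table holds 0 columns for single libraries, so no model was fitted across genes, no gene was given a p-value, no replicate was left out and other splits of the samples were not counted. Expressed genes had over 0.5 RPKM in both groups, and a log2 fold change beyond 0.1 in either direction counted as a change. The values 0.5 and 0.1 are from the paper's methods. Requiring the first in both groups was chosen before the deposited values were examined, as the paper does not state in which group it applies. The choice was not blind to the paper's supplementary values. In the part of these at hand, the paper's upregulated genes bearing loss-of-6mA passed in both groups. Bins were classified by midpoint into promoter (1000 bp upstream to 100 bp downstream of a start site), TTS, the window around a gene's end (100 bp upstream to 1000 bp downstream), coding exon, untranslated exon, noncoding exon, intron and intergenic sequence, with the 95495 transcripts of the GENCODE annotation. The genome share of each class came from all 5117059 bins of mm9, classified the same way. Bins were assigned to a gene when their midpoint lay within it.

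Merged regions on the X and the autosomes, classes of bins and transposon families were compared with two-sided Fisher's exact tests. Neighbouring bins were counted against 1000 random placements of the bins. CA and TG runs were searched for in the mm9 sequence of all bins, and the number of copies of each bin was taken as the median over 5 sequences of 32 bp per bin, looked up on both strands of the genome. This median describes most of a bin and can miss a CA run within it. The seed of all random draws was 17.

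Genes bearing a bin were compared with genes without one in groups matched on gene length (20 quantiles) and mean expression (5 quantiles). The bin labels were permuted 10000 times within these groups. Gene lists were compared with 10000 random lists of the same size matched on mean expression (20 quantiles), or on transcript length and GC content (10 quantiles each). The percentiles describe these libraries and are not tests of the conditions. Tested on simulated data, 0 of 20 lists of 200 genes with no added shift fell outside the central 95% of random lists. Among the same 13339 genes, 14 of 20 did with a shift of 0.1 and 20 of 20 with a shift of 0.25. Shorter lists, such as those of cell type markers, were not simulated, so this does not show what shift would be found in them. In 40 simulations in which fold change followed the matching variable, the unmatched difference averaged 0.259 and the matched one 0.0032, with 1 of 40 outside the central 95%. A planted difference of 0.1 was recovered as 0.10.

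The genes named were chosen before the data were examined. They are the genes the paper's text names as a factor or target, the 3 genes of Fig. 4c with the largest and the 3 with the smallest fold change, and the 5 largest rises and 5 largest falls among genes with at least 5 RPKM in both groups. Lists of genes were also set then and are summarised by list. They cover adenine and cytosine methylation factors (the latter Dnmt and Tet genes), immediate early genes, glucocorticoid response genes, markers of neurons, astrocytes, oligodendrocytes, microglia, endothelial cells, blood, choroid plexus, olfactory bulb and striatum, replication-dependent histones, histone clusters, cytoplasmic ribosomal proteins, oxidative phosphorylation, small noncoding RNA, RIKEN clones and olfactory and vomeronasal receptors. Some lists were drawn by name pattern. The ribosomal protein list thereby holds the kinase-like gene Rps6kl1, the oxidative phosphorylation list holds assembly factors, and the small noncoding RNA list holds host genes.

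Alternatives covered the RPKM filter, the fold change threshold, a pseudocount of 0.1 or 1, centring of fold changes, the merging of bins, the overlap that counts, matching, and the transposon families compared. The settings for CA runs, annotation with the genes of the RNA-seq table alone, matching that uses transcript length and GC content, and the lists without these members or without Dnmt and Tet genes were added after seeing the data. Gene Ontology terms, repeat annotation, disease gene lists, enhancer and histone data, and published cytosine methylation data were not analysed here.

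The work used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, pysam 0.24.0, numba 0.67.0 and matplotlib 3.10.9, and samtools 1.23.1.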

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

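The tests of this part were chosen after the results were seen, apart from the search for CA runs in mitochondrial bins. The outcome of that search was not known when it was chosen, but the minimum run length had been set after seeing the data.

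The authors' deposited table marks 233 genes as significant, and 233 of these were lower and 0 higher in stressed PFC. The paper's text does not discuss these calls. The table holds no p-value, so a count at an unadjusted p cannot be given. Among expressed genes, 218 of the 1906 with a log2 fold change under -1 carry the mark, against 0 of the 26 with one over 1. A single scaling factor for every gene is argued against, since the median log2 fold change of the longest decile of transcripts exceeded that of the shortest by 1.15. Genomic DNA in the control libraries is argued against as well. The 1445 olfactory and vomeronasal receptor genes averaged only 0.050 RPKM in control and 0.025 in stressed PFC, and 6.64% and 7.27% of them had a value above 0. Matching on 10 quantiles each of transcript length and GC content left part of the fall unaccounted for. The 80 genes of the ribosomal protein list with a transcript had a median of -1.72. Lists matched on both had one of -0.63 (central 95% from -0.91 to -0.38). This cannot exclude a trend with transcript length that is steep within a quantile. The median was -0.99 in the shortest decile of transcripts and -0.39 in the next. More non-polyadenylated RNA in the control libraries cannot account for the fall of the ribosomal protein list, since its 83 expressed genes had a median of -1.75. Without the kinase-like gene Rps6kl1, the 82 others, which are ribosomal protein genes and close relatives with polyadenylated mRNAs, also had one of -1.75. It remains open for Rmrp and the small noncoding RNAs.

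A difference between the groups in library preparation or RNA quality may still contribute, because fold change followed transcript length across genes (Spearman correlation 0.40, genes are not independent replicates). It cannot be told apart from the groups, since each group has a single pooled value. An effect of stress itself on short, highly expressed mRNAs stays open and was not tested.

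Loss bins also appeared on mitochondrial DNA, which the paper does not discuss. Of the 33 bins of its 16299 bp, 14 were called as loss and 1 as gain. Of all genome bins, 0.429% are in the loss list and 0.741% in the gain list. The CA runs that most nuclear loss bins hold are argued against as the cause, as 0 of the 14 bins hold one. Less mitochondrial DNA in the stressed libraries may be the cause, since nearly all called bins were losses. This cannot be told apart from a loss of 6mA on mitochondrial DNA, because the lists hold no reads, no untreated input and no value per library. A change in mitochondrial DNA upon stress is likewise open and untested.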

How the results depend on the processing

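No paired analysis was possible because the deposited RNA-seq table holds 1 pooled value per group and the 6mA lists hold positions only, so that no column carries a replicate number. For the same reason the replicate block and leaving out each replicate in turn, both set before the data were examined, were not run. Spread between mice is absent from every count.

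The number of upregulated genes was 4905 and stayed within 1.5 times that under most filters, pseudocounts and centring, from 4424 with RPKM over 1 to 6706 with no filter. It was 2696 with RPKM over 5 in both groups, 568 and 26 with log2 fold changes over 0.5 and 1, and 7928 when each accession was counted. Downregulated genes changed from 5939 to 3457 and 1906 with the stricter fold changes and to 9492 when each accession was counted. In these last cases the construction of the alternative shows the cause, since fewer genes or more entries can pass. Downregulated genes outnumbered upregulated ones under every alternative run, and centring on the median of expressed genes gave 5336 and 5671, so that upregulated genes were 48.5% of both in place of 45.2%. The median log2 fold change of expressed genes was -0.074 with RPKM over 5, outside its interval, and the cause was not tested.

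Of the Supplementary Data 5 genes, 140 passed a log2 fold change over 0.5 and 798 an RPKM over 5. Of the Fig. 4c genes, 4 passed a log2 fold change over 0.5. The other alternatives for these lists left their counts within 1.5 times the main ones.

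Merging bins or leaving out the sex chromosomes and mitochondrial DNA kept the counts of regions within 1.5 times. The odds ratio of X placement was 0.926, 0.907 and 0.894 for adjacent merging, no merging and merging within 5000 bp, with Fisher's exact p from 0.106 to 0.259. With each autosome in turn in place of the X, it ran from 0.812 to 1.24, and 7 of 19 autosomes had p under 0.05. The share of bins with a neighbour rose to 27.7% for gain and 18.3% for loss when a neighbour within 5000 bp counted. The mean share in random placements rose as well, from 1.54% to 15.6% for gain and from 0.934% to 9.46% for loss. The odds ratio of intronic placement stayed between 1.26 and 1.27 in all annotation settings.

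The difference in log2 fold change between genes bearing a loss bin and other genes was -0.0034 with matching on gene length and mean expression. It changed sign to 0.18 with no matching, 0.048 with matching on transcript length and GC content, and 0.0050 when gene length was added to these. Only the first and second of these were outside the central 95% of permutations. For genes bearing a gain bin it was 0.026, and 0.23 and 0.041 under the same first and second settings, both outside that range, and 0.020 under the third, inside it. For genes with loss bins alone, the difference of -0.037 changed sign to 0.16 with no matching and 0.032 with transcript length and GC content, and was -0.016, inside that range, with all 3 properties. For genes with gain bins alone, the 0.026 became 0.23 and 0.032, both outside the range, and changed sign to -0.0028 with all 3. For genes with both, the 0.031 became 0.29 and 0.069, both outside the range, and 0.060, inside it. Both matchings with transcript length were chosen after seeing the data. For all genes bearing a loss bin and all bearing a gain bin, settings with gene length gave small differences and settings without it larger ones. The cause of the changes for genes with loss bins alone or gain bins alone was not tested.

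The comparison of LINE with SINE families passed a p of 0.05 under some alternatives only. The odds ratio was 2.61 for families with a mean count of at least 10 (p = 0.0457), 2.84 at 100 (p = 0.0740), 2.79 against LTR and DNA families (p = 8.99e-05) and 4.48 after centring (p = 8.68e-05), all by Fisher's exact test. Restricting to families with an adjusted p under 0.05 gave no odds ratio, since 32 of 32 LINE and 8 of 8 SINE families were lower. The cause of these changes was not tested.

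The minimum length of a CA run, chosen after seeing the data, moved the shares as its construction requires. It was 91.2% and 45.2% of loss bins and 3.27% and 0.0264% of gain bins at 12 and 40 bp. Among the named genes, 64 values under other pseudocounts and centring kept their side of the threshold. The other 2 belong to L1td1, whose log2 fold change of 0.16 became 0.028 and 0.0034 with pseudocounts of 0.1 and 1, since its RPKM is near 0.02 in both groups. Lists without members that their titles do not cover were tried after seeing the data. Without its 13 host genes, the small noncoding RNA list had a median of -0.68 over 37 genes, and its percentile moved from 1.22 to 4.41, inside the central 95% of lists matched on expression. Without assembly factors, the oxidative phosphorylation list had a median of -1.54, still below all random lists. Without Dnmt and Tet genes, the 7 adenine methylation factors had a median of 0.11 (percentile 73.9).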

Differences from the paper's values

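By midpoint in the GENCODE annotation, 1.26% of gain bins lay in promoters, against the paper's about 0.44% in Fig. 2b, read by eye. The TTS class held 1.57% of gain bins, against the paper's about 0.53% in Fig. 2b, read by eye. None of the alternatives set before the data were examined closed these gaps, with promoter shares of 1.72% for any overlap and 1.28% for merged bins and TTS shares of 2.04% and 1.60%. Annotation with the genes of the RNA-seq table alone, chosen after seeing the values, gave 0.815% and 1.07% and did not close them. The paper annotated gain and loss bins with the HOMER suite, whose gene set was not used here. Whether that gene set accounts for the gaps was not tested.

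For loss bins, promoters held 2.03%, against the paper's about 0.92% in Fig. 2c, read by eye, and the TTS class held 2.14%, against the paper's about 0.98% in Fig. 2c, read by eye. Neither alternative set before the data were examined closed these gaps, with promoter shares of 2.74% for any overlap and 1.91% for merged bins and TTS shares of 2.64% and 2.09%. With the genes of the RNA-seq table alone, a setting chosen after seeing the values, the promoter share was 1.33%, which is within 1.5 times the paper's, and the TTS share was 1.54%, which is not.

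The paper states that genes bearing loss-of-6mA regions lose more 6mA around start sites than in gene bodies. The density of called loss bins in such genes was 13.5 per Mb within 1 kb of the start site and 14.1 per Mb in the rest of the gene, and over all genes 6.09 and 8.73 per Mb. The paper's measure is a ratio of reads, so the 2 are not on one scale.

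The paper states that LINE families with gain-of-6mA fall more often than SINE families. In the paper's table, without regard to 6mA, the difference between LINE and SINE families had an odds ratio of 2.30 (two-sided Fisher's exact test, p = 0.0899). It passed a p of 0.05 with families of mean count at least 10 (odds ratio 2.61) and after centring (4.48), both set before the data were examined. Supplementary Data 5 is described as genes bearing loss-of-6mA, and 1288 of its 1328 genes with coordinates bore a loss bin by position. In Fig. 4c, 46 of 50 genes did.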

Other observations

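The tests of this part were chosen after the results were seen, apart from the comparison matched on gene length and mean expression, which was set before the data were examined although its reading as a test of gene length was not.

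Genes bearing a loss bin were higher upon stress than genes without one, by a median of 0.18, and genes bearing a gain bin by 0.23. Gene length is a candidate explanation for both. Matched on gene length and mean expression, the differences were -0.0034 and 0.026, inside the central 95% of permutations. Transcript length and GC content did not remove the difference for loss-bearing genes, which remained 0.048. Loss bins were present in 0.564% of the shortest decile of genes and 82.8% of the longest, and gain bins in 1.05% and 90.1%. The median log2 fold change of these deciles was -0.64 and 0.15. An effect of 6mA on expression that itself grows with gene length stays open and was not tested. Of the 20530 genes of the RNA-seq table with coordinates, 6675 (32.5%) bear a loss or gain bin.

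Most LINE families with gain-of-6mA were lower upon stress, 74 of 82 by the paper's count. A fall of LINE families in general may account for much of this, since 76.3% of the other 38 were lower too. By the paper's counts, those 38 mix families with 6mA changes other than gain and families without a change. Their interval (60.8 to 87.0) and the test between the shares (odds ratio 2.87, two-sided Fisher's exact test, p = 0.0519) leave both readings open, and they cannot be told apart with 38 families. The number of lower LINE families, 103 of 120, equals the number the paper gives for LINEs with 6mA changes. In the same table, the paper's values for the noncoding RNA 7SK and the satellite GSAT_MM were -5.42 and -4.95.

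Most loss bins held a CA or TG run. Reads shared between copies of repeated sequence may contribute and cannot be told apart from the other explanations. By the median of 5 sequences of 32 bp per bin, 96.9% of loss bins, 99.1% of gain bins and 86.3% of random bins had a single copy, but this measure can miss the run itself. Recovery of CA runs that depends on the run itself, such as capture by the antibody or amplification, may be a cause, as the share of bins called as loss rose to 19.2% with the longest runs. A real loss of 6mA at CA runs would give the same rise, so they cannot be told apart without values per library or input. Runs were frequent in loss bins of every kind, from 70.9% in coding exons to 91.7% in noncoding exons, and 7.41% of all genome bins with a run were called as loss. Gain bins had a median GC content of 37.6%, against 42.5% for loss bins and 41.6% for random bins.

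Bins on the X chromosome were fewer than on autosomes in both lists, at 1.76% of gain and 1.60% of loss bins against 6.33% of the genome. A single copy of the X in male mice may be the cause through lower read counts. The Y chromosome, also single copy, carried 11.1 gain bins per 1000, above every autosome, and 1.85 loss bins per 1000, below every autosome. Counts per bin are needed to settle this, so it cannot be told apart from a biological difference of the X, which was not tested.

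Each gene list was compared with random lists matched on expression and, where enough of its genes had an annotated coding transcript, with lists matched on transcript length and GC content. The genes of the ribosomal protein list (83 expressed, 81 downregulated) had a median log2 fold change of -1.75 and the oxidative phosphorylation genes and assembly factors (85 expressed, 77 downregulated) one of -1.36, both below all 10000 random lists under either matching. Small noncoding RNA genes and their host genes had a median of -0.59 over 50 genes (percentile 1.22) and RIKEN clones -0.09 over 553 genes (below all random lists), both matched on expression only. Histone clusters had a median of -0.78 over 11 genes, at percentile 0.26 when matched on expression and 57.0 when matched on transcript length and GC content, so that the fall was not apart from that of similar transcripts. Replication-dependent histones had a median of -0.63 over 4 genes (percentiles 5.80 and 67.7 in the same order). Immediate early genes had a median of -0.67 over 14 genes, of which 10 were downregulated (percentiles 0.50 and 4.14). Glucocorticoid response genes had a median of -0.11 over 12 genes, 4 upregulated and 6 downregulated (percentiles 26.8 and 35.5), and among them Sgk1 is also in Fig. 4c. The 12 adenine and cytosine methylation factors had a median of 0.13, with 8 upregulated and 2 downregulated (percentiles 83.0 and 49.8).

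Markers of cell types and neighbouring tissue are given with both percentiles in that order. Neuron markers had a median of 0.20 over 10 genes (99.97 and 95.4), endothelial markers 0.13 over 8 genes (87.3 and 82.9) and astrocyte markers -0.01 over 8 genes, above 0 after centring on the median of all expressed genes (92.1 and 31.2). Microglia markers had a median of -0.37 over 8 genes (19.7 and 44.2) and oligodendrocyte markers -0.64 over 8 genes (22.5 and 1.67). Choroid plexus markers had a median of -0.51 over 2 genes (10.7 and 45.7), olfactory bulb markers -1.39 over 3 genes (0.97 and 10.2) and striatum markers -0.24 over 7 genes (20.0 and 37.8). Blood markers had a median of -1.33 over 4 genes (6.36, matched on expression only). Only the neuron and olfactory bulb markers lay outside the central 95% of lists matched on expression, and only the oligodendrocyte markers under the other matching. These medians rest on 1 value per group and few genes, and no explanation was tested.

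Of the genes the paper names, Egr2 (chromosome 10, 66998223 to 67004936), which bears 1 loss bin, had 4.00 RPKM in control and 1.08 in stressed PFC, a log2 fold change of -1.89. Foxh1 was listed at 0 in control and at 0.0418 RPKM in stressed PFC. Epas1, which encodes Hif2a, went from 22.5 to 28.8 RPKM (0.36) and Bmi1 from 13.2 to 11.7 RPKM (-0.18). Rnf2, which encodes RING1B, went from 8.33 to 9.28 RPKM (0.16) and bears 1 gain bin. Auts2, a gene of 1106010 bp, bears 15 loss and 22 gain bins and went from 7.03 to 8.26 RPKM (0.23). L1td1 had 0.0206 and 0.0230 RPKM, too low for its log2 fold change of 0.16 to hold with a pseudocount.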
